A study of Mus musculus with 4 samples.

How the data were processed

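Gonads of C57BL/6 XX mouse embryos at E11.5, E12.5, E13.5 and E14.5 were digested to single cells and profiled, per the labels, with the 10x Chromium single-cell 3′ kit, version 2, with 1 library per stage. The deposited table holds 19321 gene symbols and 19387 cells, and the prefix of each cell name assigns it to a stage, with 0 columns left unmatched. The labels do not state the aligner, genome build, annotation, cell calling, filters or normalization tool. The deposited values are natural log values, made by the authors as ln(1 + UMIs of the gene / UMIs of the cell × 10000). This unit was read from the values themselves. Back-transformed values sum to 10000 in every cell, and all 69792436 values above 0 (100%) are whole multiples of the smallest value of their cell at a relative tolerance of 1e-06. In all 19387 cells the multiples sum to the total that the smallest value implies, so the UMI counts were recovered and used throughout. The plan had assumed counts in the table.

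Cells with fewer than 200 genes (0 cells) or more than 20% mitochondrial UMIs (3, 1, 1 and 0 cells in stage order) were left out. Doublets were scored in each library by a re-implementation of the Scrublet score, because the package named in the plan was not installed, with 2 simulated doublets per cell and an assumed rate of 0.06. It called 113, 103, 84 and 62 cells, or 2.30%, 2.13%, 1.73% and 1.30%, and these were removed. Of the simulated doublets, only 48.6%, 48.7%, 48.4% and 42.8% scored above the thresholds, so doublets may remain among the cells kept. The cells of all libraries were clustered together on 2000 variable genes, 30 principal components and 15 neighbours with the Leiden algorithm at resolution 1 and seed 1. Genes of the meiosis, pluripotency and cell cycle panels were left out of the clustering features. No batch correction was applied, since batch and stage coincide.

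The 25 clusters were named from fixed marker lists of 11 cell types. A marker counted as raised when its CPM, with 5 added, was at least 2 times that of the median cluster and at least 10% of the cells had a UMI. A cluster took a name with at least 3 raised markers, and stayed unnamed when another type had as many or at least 5. It also stayed unnamed when its 10 leading genes by fold held more markers of another type than of its own, and a rule on shallow cells, whose form was changed with the second version, kept none out. This rule went through 3 versions after the clusters had been seen. The first set each marker against all other cells, the second against the median cluster, and the third added the limit of 5, prompted by cluster 21. The first version would have named 2, 37, 531 and 2209 germ cells and 74, 1873, 1544 and 563 pre-granulosa cells, where the final one named 279, 659, 734 and 2225, and 2342, 2216, 1794 and 624. The rule on leading genes was part of every version. With the markers set against all other cells it left clusters 1, 13 and 17 unnamed, and without it there would have been 2200, 2098, 1775 and 618 pre-granulosa cells. In the final version it kept no cluster out. A limit of 0.15 on the median doublet score of a cluster kept none out. Somatic cells are all cells, named or not, except germ cells, erythroid cells and cluster 21, which was taken out after it had been seen. Cluster 20 was led by proliferation genes. Cluster 25 was led by Hpgd and Hoxd9, with proliferation genes such as Cdk1 and Aurkb among its 10 leading genes.

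UMIs were summed over the cells of a class and library and expressed as CPM, with exact Poisson 95% intervals. Log2 ratios between stages carry intervals from the exact binomial split of the counts. Shares of cells carry Clopper-Pearson intervals. A count of 0 is given with the limit of 3 counts. In a ratio, a count under 3 UMIs was set to a floor of 3 UMIs over the group, while the intervals use the counts found. For shares of cells with a UMI of a gene of the meiosis, pluripotency or cell cycle panel, each cell was thinned at random to 2000 UMIs. Shares of cells with a Y-linked UMI or without Xist use all UMIs of a cell. Genes that changed between stages were found by a rule of size fixed before the data were examined, which asks for at least 50 UMIs over both libraries, at least 20 CPM in the higher, a ratio of at least 4 and intervals that do not overlap. With 1 library per stage no difference between a pair of stages could be tested, and no trend over the 4 stages was tested. The rule was tested on simulated data with 19321 genes. For E14.5 against E11.5, 4420 genes met the minimums, 100% of 200 genes changed 8-fold were found and 0 unchanged genes were called. For E12.5 against E11.5, 4434 met them, 99.5% were found and 0 unchanged genes were called. The simulated change lies above the ratio of 4 in the rule, so these rates say nothing about changes near that ratio. Variation between libraries of a stage could not be estimated, so the rates do not speak to it.

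The lists of named genes, the markers, the comparisons and most alternatives were fixed before the data were examined. Beyond the meiosis, pluripotency, cell cycle, supporting, signalling and sex check lists, the rule names the 10 genes with the largest and the 10 with the smallest ratio of E14.5 to E11.5 among those that meet the rule of size. It leaves out cell type markers, haemoglobin genes and mitochondrial genes. Germ cells were clustered again at resolution 0.5, with 0.3 and 1 as alternatives. Chromosomes came from a RefSeq gene table of the assembly GRCm38.p6, used for this alone because the build of the data is not stated. It matched 18089 of the 19321 symbols, 694 of them on the X and 7 on the Y chromosome.

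The alternatives covered a stricter filter (at least 1000 genes and at most 5% mitochondrial UMIs), kept doublets, cluster resolutions of 0.5 and 2, each library clustered alone, panel genes kept as features and germ cells defined by at least 2 markers. They also covered median-of-ratios scaling, means over cells, means of log values with pseudocounts of 1 and 0.1, subtraction of the somatic change, thinning to 1000 or 4000 UMIs or none, at least 200 UMIs, no CPM minimum and a ratio of 2. Other alternatives were added after the data had been seen and are listed with their effects at the end. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.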

Results

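Gonads of XX embryos of the C57BL/6 mouse strain were profiled by droplet-based single-cell RNA sequencing (10x Chromium, 3′ chemistry) at the embryonic stages E11.5, E12.5, E13.5 and E14.5. There was 1 library per stage, so the 4 stages were compared without replicates, no test was run and no p-value is given. Stage and library batch cannot be told apart. Intervals in parentheses are exact 95% intervals (Clopper-Pearson for shares of cells, Poisson for summed counts of unique molecular identifiers, UMIs) and cover counting error only. The design text gives about 20000 analysed cells. The deposited table held 4916 barcodes at E11.5, 4842 at E12.5, 4842 at E13.5 and 4787 at E14.5, which carried 80377418, 78223391, 69458291 and 72506090 UMIs. The median cell had 14258 UMIs at E11.5, 12819 at E12.5, 11361 at E13.5 and 13348 at E14.5, with 3623, 3432, 3121.5 and 3508 detected genes. The lowest UMI total of a cell differed between the libraries: 8823, 9791, 5407 and 7854. After removal of cells with more than 20% mitochondrial UMIs and of called doublets, 4801, 4739, 4757 and 4725 cells remained, 19022 in all. The alternative that moved these numbers most, a common minimum of 9791 UMIs chosen after the data had been seen, left 4491, 4739, 3110 and 3622 cells.

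The first comparison asked how the composition of the gonad changed over the stages. Clusters were given a class name from fixed marker genes, and the names stand for "-like" cells throughout. Germ cells made up 5.81% of the cells at E11.5 (5.17 to 6.51), 13.9% at E12.5 (12.9 to 14.9), 15.4% at E13.5 (14.4 to 16.5) and 47.1% at E14.5 (45.7 to 48.5), that is 279, 659, 734 and 2225 cells. These shares rest on a naming rule that was changed after the clusters had been seen. Under its first version, which set each marker against all other cells, the germ cell shares were 0.0417%, 0.781%, 11.2% and 46.8%, the largest move among the alternatives. Germ cells defined without clusters, by UMIs of at least 2 of the germ cell markers, made up 7.60%, 15.8%, 18.7% and 55.0% of the cells. The median germ cell had 30939, 27728, 24703 and 15314 UMIs over the 4 stages, and the median somatic cell 13812, 12142, 10483 and 9896.

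Pre-granulosa cells (the supporting lineage) made up 48.8% of the cells at E11.5 (47.4 to 50.2), 46.8% at E12.5 (45.3 to 48.2), 37.7% at E13.5 (36.3 to 39.1) and 13.2% at E14.5 (12.3 to 14.2). Their clusters were named from raised Fst, Wnt4, Wnt6, Irx3 and Runx1. Foxl2, also on the fixed list, was not raised in any of them. Cluster 13, with 581 cells of this class, had Pax8, a listed mesonephric epithelial marker, among its 10 leading genes. With markers set against all other cells, the E11.5 share of pre-granulosa cells was 1.54%, the alternative that moved the share of a somatic class most, and the E14.5 share 11.9%. There a further rule, on the leading genes of a cluster, left clusters 1, 13 and 17 unnamed, and without that rule the shares were 45.8% and 13.1%. Interstitial cells accounted for 14.4%, 12.2%, 23.8% and 12.4% of the cells over the 4 stages, and mesothelial cells for 0.583%, 6.54%, 8.26% and 9.95%. With markers set against all other cells, the mesothelial shares of E11.5 and E14.5 were 23.7% and 14.8%, a fall in place of a rise, with or without the rule on leading genes. The interstitial shares were 6.33% and 12.4% with that rule, and unchanged from those reported without it. At the finer cluster resolution the mesothelial shares of these stages were 0.625% and 0.233%. The E11.5 mesothelial class held 28 cells, 23 of them from 1 cluster found only in that library. Endothelial cells made up 3.31%, 3.99%, 2.65% and 1.31%, and erythroid cells 1.71%, 0.274%, 0.547% and 5.42%. At a finer and at a coarser cluster resolution no cluster was named endothelial, and at the coarser one none was named mesothelial. Immune cells, whose cluster was led by S100a8 and S100a9, made up 0.896%, 0.401%, 0.652% and 0.889%. With each library clustered alone, mesothelial cells were named only at E13.5. No cluster was named perivascular, mesonephric epithelial, steroidogenic or neural when the libraries were clustered together. Clusters 5, 11 and 16 stayed unnamed because they carried as many raised interstitial markers as mesothelial ones or more. Cluster 5 held 23.1%, 2.03%, 0.757% and 0% of the cells over the 4 stages, where a count of 0 cells allows a share of up to 0.0635%. Cluster 11 held 0.562%, 10.9%, 5.47% and 4.80%, and cluster 16 held 0.854%, 2.60%, 4.44% and 0.952%. Cluster 21 stayed unnamed because it carried raised markers of both erythroid and germ cells. It held 0% of the cells at E11.5 (at most 0.0625%), 0.422% at E12.5, 0.294% at E13.5 and 3.94% at E14.5.

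**Figure D1:**
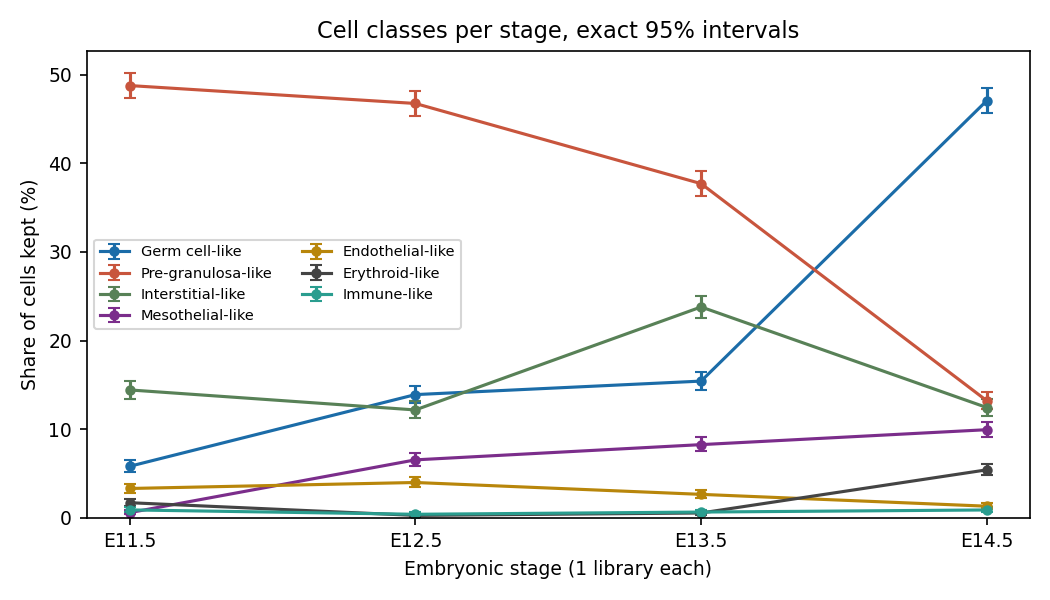
Share of the cells of each library (y axis, percent) that fell in each cell class at the 4 stages (x axis), 1 library per stage, with exact 95% binomial intervals as bars. Germ cells went from 5.81% at E11.5 to 47.1% at E14.5 and pre-granulosa cells from 48.8% to 13.2%.

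The series asks how germ cells change when meiosis begins. Fixed panels of 18 meiosis, 13 pluripotency and 11 cell cycle genes were summed over the germ cells of each library as CPM, the UMIs of a gene relative to all UMIs of those cells. The meiosis panel reached 154 CPM at E11.5, 379 at E12.5, 857 at E13.5 and 3916 at E14.5. Its log2 change was 1.30 (1.21 to 1.38) from E11.5 to E12.5, 1.18 (1.14 to 1.22) from E12.5 to E13.5 and 2.19 (2.17 to 2.22) from E13.5 to E14.5. Over E11.5 to E14.5 the change was 4.67 (4.59 to 4.74), and all 18 genes were higher at E14.5. The alternative that moved this value most, a mean of log values over cells with a pseudocount of 1, gave 0.96 on its own compressed scale. In the somatic cells the same panel stood at 39.9, 42.6, 42.7 and 119 CPM, and subtracting the somatic change left 3.09. With the unnamed cluster 21 counted as somatic, the subtraction left 1.16 over the whole span and reversed the step from E13.5 to E14.5 to -1.09. The somatic cells of the E14.5 library carried germ cell transcripts, with 18.0 CPM of Stra8 against 946 CPM in the germ cells and 24.6 CPM of Smc1b against 1250. Setting the libraries on a median-of-ratios scale moved every germ cell log2 change from E11.5 to E14.5 by -0.16, and the median change of the genes tested on the CPM scale was 0.29.

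The pluripotency panel stood at 2495, 2412, 1991 and 1242 CPM in germ cells over the 4 stages. It changed by -0.05 (-0.07 to -0.03), -0.28 (-0.30 to -0.26) and -0.68 (-0.70 to -0.66) on the log2 scale in the 3 steps, and by -1.01 (-1.03 to -0.98) from E11.5 to E14.5. Of the 13 genes, 12 were lower at E14.5 than at E11.5. The exception was Pou5f1, at 141 CPM at E11.5 and 184 CPM at E14.5, a log2 change of 0.38 (0.29 to 0.47) beside the median of 0.29 over all genes tested. On the median-of-ratios scale its change was 0.22. Subtracting the somatic change reversed the panel change from E11.5 to E14.5 to 0.31 and that of Pou5f1 to -1.87. The somatic pluripotency level was 59.3, 22.2, 21.9 and 23.9 CPM, of which Utf1 gave 49.98, 12.4, 6.22 and 4.01 CPM. The cell cycle panel stood at 1592, 1746, 1669 and 1605 CPM in germ cells, and its change from E11.5 to E14.5 of 0.01 (-0.01 to 0.04) was not detectable at this depth. On the median-of-ratios scale that change was -0.15. Of the 11 cell cycle genes, 5 were higher and 6 lower at E14.5, each with an interval that leaves out 0. The median log2 change of the genes was -0.145. Rises such as that of Ccnd1 offset the falls in the sum. Ccnd1 went from 2.61 to 114 CPM, a log2 change of 5.44 that was 3.96 when germ cells were defined by at least 2 markers.

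**Figure D2:**
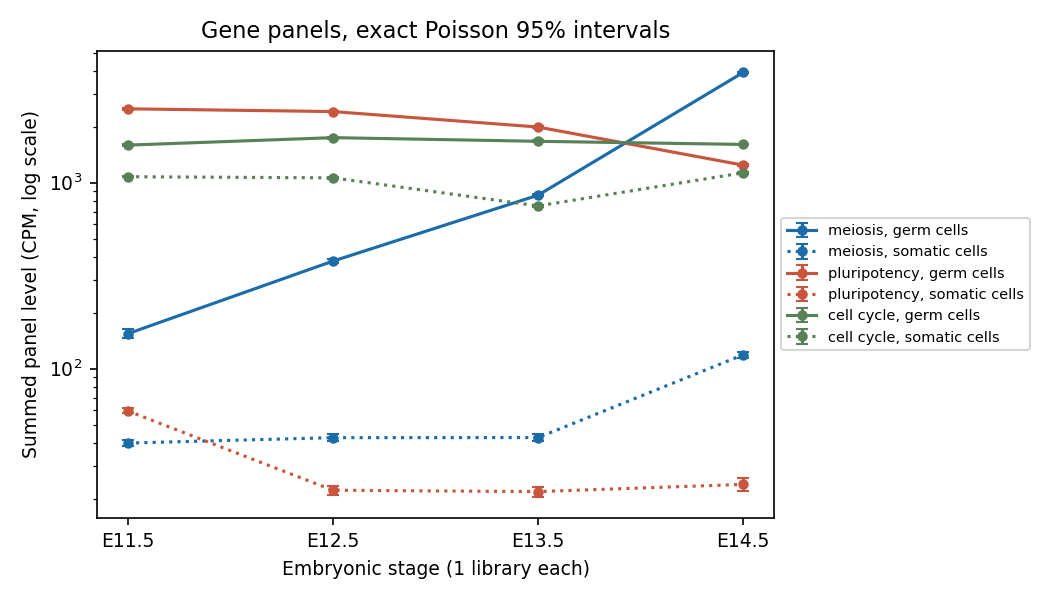
Summed expression of the meiosis, pluripotency and cell cycle panels (y axis, CPM, log scale) in the germ cells and in the somatic cells of each library at the 4 stages (x axis), with exact 95% Poisson intervals as bars. In germ cells the meiosis panel went from 154 to 3916 CPM and the pluripotency panel from 2495 to 1242 CPM.

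Differences between single germ cells within a stage were measured as the share of germ cells with at least 1 UMI of a gene, after every cell had been thinned to 2000 UMIs. All germ cells had at least 2000 UMIs, so 0 cells were left out. The alternative that moved these shares most, no thinning, gave 97.1% of E11.5 germ cells with a UMI of Pou5f1 where thinned cells gave 24.7%. Stra8, a gene induced at the start of meiosis, had a UMI in 0 of 279 thinned germ cells at E11.5, which allows a share of up to 1.08%. It had a UMI in 0.152% of them at E12.5 (0.0038 to 0.843), 18.1% at E13.5 (15.4 to 21.1) and 75.3% at E14.5 (73.4 to 77.1), and in 0%, 3.03%, 51.1% and 96.0% before thinning. The share of thinned somatic cells with a Stra8 UMI, taken as the background, was 0%, 0%, 0.176% and 2.43%, where a count of 0 allows up to 0.0676% at E11.5 and 0.0741% at E12.5. Sycp3, a part of the synaptonemal complex, had a UMI in 2.87%, 4.40%, 8.99% and 41.2% of thinned germ cells, and in 34.8%, 45.7%, 54.9% and 87.5% before thinning. Sycp1, from the same complex, went from 0.717% (0.0869 to 2.57) at E11.5 through 2.88% and 12.8% to 58.0% (55.9 to 60.0) at E14.5, and from 11.1% to 95.2% before thinning. Smc1b, a cohesin gene of meiosis, had a UMI in 13.3%, 27.0%, 46.3% and 84.4% of thinned germ cells, and in 72.8%, 92.0%, 98.8% and 99.9% before thinning. The background in somatic cells at E14.5 was 1.51% for Sycp3, 1.46% for Sycp1 and 4.62% for Smc1b.

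The share of thinned germ cells with a UMI of Pou5f1 was 24.7% (19.8 to 30.2), 23.8% (20.6 to 27.3), 27.7% (24.4 to 31.0) and 27.5% (25.6 to 29.4), and no difference between the stages was detectable at this depth. Before thinning the shares fell from 97.1% at E11.5 to 77.4% at E14.5, alongside the fall of the median germ cell from 30939 to 15314 UMIs. Depth was not the only difference between these stages. The E14.5 germ cells lay mostly in sub-clusters, described below, whose Pou5f1 levels ranged from 223 to 26.0 CPM. Nanog had a UMI in 10.0% (6.77 to 14.2), 7.28%, 5.72% and 1.08% (0.692 to 1.60) of thinned germ cells, and in 69.9%, 63.6%, 48.0% and 9.48% before thinning. The background in somatic cells at E14.5 was 0.680% for Pou5f1 and 0.340% for Nanog.

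**Figure D3:**
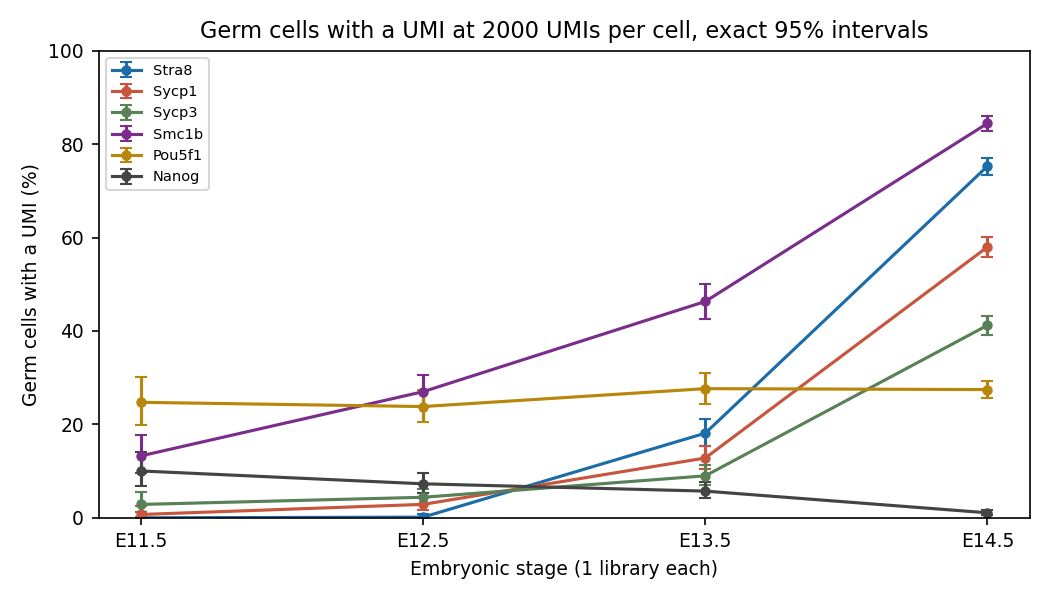
Share of germ cells with at least 1 UMI of a gene (y axis, percent) after thinning to 2000 UMIs per cell, at the 4 stages (x axis), with exact 95% binomial intervals as bars. Stra8 went from 0% at E11.5 to 75.3% at E14.5, while the Pou5f1 share over all germ cells of a stage stayed between 23.8% and 27.7%.

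Joint detection asked whether a stage held cells at different points of the transition. Thinned germ cells were sorted by UMIs of Pou5f1 and of a synaptonemal complex gene (Sycp1, Sycp2 or Sycp3). Cells with Pou5f1 only made up 24.4%, 22.6%, 22.9% and 11.3% of the germ cells over the 4 stages, and cells with a synaptonemal complex gene only 3.23%, 5.92%, 15.8% and 54.7%. Cells with both made up 0.358% (0.0091 to 1.98) at E11.5, 1.21% (0.526 to 2.38) at E12.5, 4.77% (3.34 to 6.57) at E13.5 and 16.2% (14.7 to 17.8) at E14.5. If both had been detected independently of each other, 0.886%, 1.70%, 5.69% and 19.5% of the cells would have carried both. Only the E14.5 share lay below that value by more than its interval. Cells with neither made up 72.0%, 70.3%, 56.5% and 17.9%. The alternatives for these shares were chosen after the data had been seen. No thinning moved them most, with 40.9%, 59.5%, 73.2% and 75.6% of the germ cells carrying both, and thinning to 4000 UMIs gave 35.0% at E14.5.

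The germ cells were clustered again without the panel genes and fell into 8 sub-clusters. A higher resolution gave 13 and a lower one 6. With 1 library per stage, a sub-cluster made mostly of 1 library may be that library. Sub-cluster 1 held 92.5% of the germ cells at E11.5, 52.4% at E12.5, 26.2% at E13.5 and 0.809% at E14.5. Sub-cluster 5 held 3.23%, 40.8%, 42.6% and 1.44%. The E14.5 germ cells were spread over sub-cluster 2 with 27.6%, sub-cluster 3 with 28.4%, sub-cluster 4 with 28.4% and sub-cluster 6 with 12.54%. Of the E13.5 germ cells, 20.7% fell in sub-cluster 2, 5.31% in sub-cluster 3, 0.817% in sub-cluster 4 and 0.136% in sub-cluster 6. The summed meiosis panel, which had no part in the clustering, was at 323 CPM in sub-cluster 1, 578 in sub-cluster 5, 1826 in sub-cluster 2, 3325 in sub-cluster 3, 5905 in sub-cluster 4 and 8169 in sub-cluster 6. The pluripotency panel was at 2478, 2214, 1746, 1345, 570.1 and 166 CPM in the same sub-clusters. Pou5f1 alone stood at 162, 171, 223, 199, 94.8 and 26.0 CPM in them, so its level share over the stages averages over unlike cells. Stra8 was highest in sub-cluster 4, at 1611 CPM, against 1202 CPM in sub-cluster 6, and Sycp3 was highest in sub-cluster 6, at 1173 CPM. Sub-cluster 7, with 67 cells, had 405 CPM of Xist and a median doublet score of 0.145. The other sub-clusters had at most 49.4 CPM of Xist and a median score of at most 0.0364. The median cell of sub-cluster 7 had 37675 UMIs, the most of any sub-cluster, so doublets that were not called may remain in it. Sub-cluster 8 had 36 cells with a median of 9173 UMIs, the fewest of any sub-cluster. The order of falling pluripotency with rising meiosis did not hold for sub-clusters 7 and 8. Their meiosis panels stood at 394 and 1761 CPM and their pluripotency panels at 1960 and 2517 CPM.

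**Figure D4:**
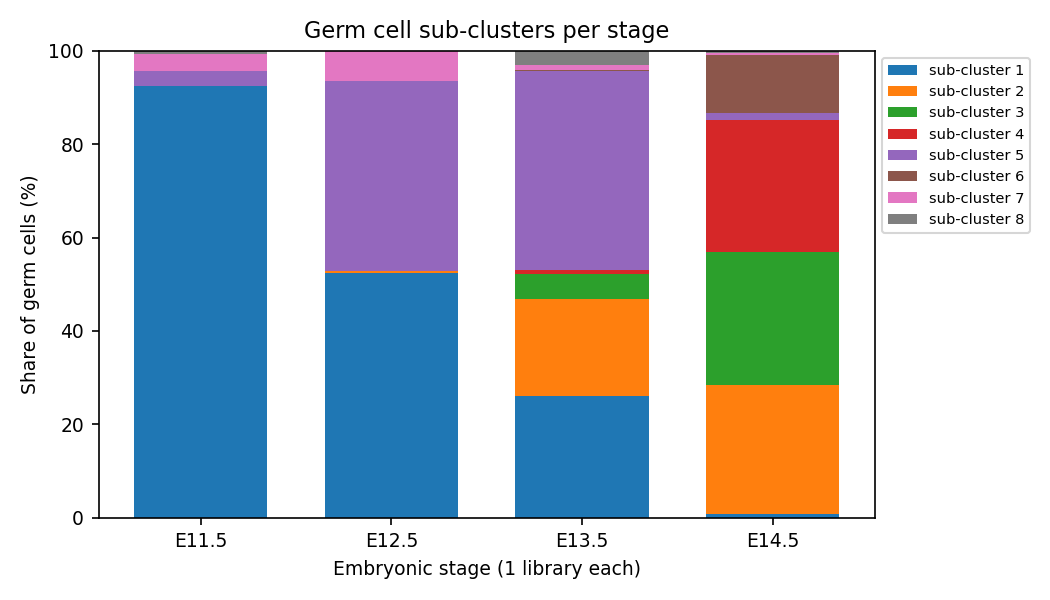
Share of the germ cells of each library (y axis, percent) in each of the 8 germ cell sub-clusters, stacked, at the 4 stages (x axis), 1 library per stage. Sub-cluster 1 held 92.5% of the germ cells at E11.5, and sub-clusters 2, 3, 4 and 6 held 27.6%, 28.4%, 28.4% and 12.54% at E14.5.

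Genes that differed between stages in germ cells were counted by a fixed rule of size and not by a test. A gene had to have at least 50 UMIs over both libraries, at least 20 CPM in the higher one, a ratio of at least 4 and intervals that did not overlap. From E11.5 to E12.5, 3 genes were higher and 2 lower of 4868 that met the count minimums. From E12.5 to E13.5, 5 were higher and 0 lower of 5094, and from E13.5 to E14.5, 73 were higher and 6 lower of 5603. Over E11.5 to E14.5, 388 were higher and 107 lower of 5716, against 298 higher and 146 lower on the median-of-ratios scale. The alternative that moved the total of 495 most, no CPM minimum, gave 1818 genes. Subtracting the somatic change gave 348. Of the 388 genes that were higher, 330 rose at every step, and for 258 the largest step was the one from E13.5 to E14.5. Of the 107 that were lower, 94 fell at every step, and for 92 the largest step was that same one.

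The genes with the largest ratios of E14.5 to E11.5 in germ cells were named by a rule set in advance. Stra8 went from 0 UMIs to 946 CPM, 2777-fold higher against a floor of 3 UMIs over the E11.5 germ cells, and Meioc from 0 UMIs to 103 CPM, 303-fold higher. 4930524B15Rik and Gm15262 also had 0 UMIs at E11.5 and were 114-fold and 99.2-fold higher against that floor. For these genes, in this order, the lower ends of the log2 intervals were 11.14, 7.94, 6.53 and 6.33. Taf7l rose from 0.795 to 165 CPM, a log2 change of 7.70 (6.66 to 9.02), Sycp1 from 4.54 to 449 CPM (6.63, 6.18 to 7.11) and Cited1 from 1.36 to 134 CPM (6.61, 5.81 to 7.57). Spdya, with 1 UMI at E11.5, changed by 7.27 (6.38 to 14.16), Prdm9, with 3, by 6.70 (5.15 to 8.98) and H2-Ab1, with 2, by 6.54 (5.27 to 10.17). The changes of Spdya and H2-Ab1 also rest on the floor of 3 UMIs and so understate the rise, while their intervals use the counts found. Stra8 and Sycp1 were also among the 10 leading genes of germ cell clusters, although the panel genes had been left out of the clustering. Subtracting the somatic change reversed Sycp1 to -0.46, Smc1b to -0.43 and Sycp3 to -2.27. The E11.5 somatic cells held only 4 UMIs of Sycp1 and 5 of Sycp3. The somatic change was 7.09 (5.71 to 8.98) for Sycp1 and 4.91 (4.50 to 5.34) for Smc1b. Both intervals overlap those of the germ cell changes, so neither reversal stands clear of counting error. For Sycp3 the somatic change of 6.68 (5.43 to 8.32) lay above the germ cell change of 4.41 (4.17 to 4.66). The somatic level of Sycp1 at E14.5 was 8.28 CPM, and that of Sycp3 7.77 CPM. Of the genes that fell most, Hmgn5 went from 412 to 32.2 CPM, a log2 change of -3.68 (-3.78 to -3.59), and Snhg12 from 41.2 to 2.58 CPM (-4.00, -4.34 to -3.67). The other 8 were Slmo1 (-3.95), Gtsf1l (-3.78), Zfp296 (-3.43), Fblim1 (-3.33), Fermt3 (-3.25), Hey1 (-3.25), Efcab10 (-3.24) and Sox15 (-3.19).

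The same rule in pre-granulosa cells addressed the somatic side of the stages. From E11.5 to E12.5, 12 genes were higher and 30 lower of 5805, from E12.5 to E13.5, 1 was higher and 3 lower of 5782, and from E13.5 to E14.5, 3 were higher and 0 lower of 5911. Over E11.5 to E14.5, 89 were higher and 72 lower of 6095, 161 in all. With markers set against all other cells, which left 74 pre-granulosa cells at E11.5, the total was 90, with 74 higher and 16 lower. Without the rule on leading genes, which gave 2200 such cells at E11.5, it was 164. Of the 2056 cells of cluster 1, 1971 came from the E11.5 library. The genes with the largest ratios were Svs5, with 3 UMIs at E11.5 and a log2 change of 8.25 (6.68 to 10.54), Ly6d (7.96, 7.11 to 8.97), Pld5 (5.83), Serpina3a (5.56) and Adamts19 (5.33). They were followed by Gatm, from 11.3 to 259 CPM (4.52, 4.36 to 4.68), Mia (4.51), Mt3 (4.17) and Cryab (4.16). At E14.5 Svs5 stood at 28.1 CPM over all somatic cells, which include the pre-granulosa cells, and at 27.0 CPM in pre-granulosa cells. For Cryab these levels were 42.6 and 25.5 CPM, so neither rise is particular to pre-granulosa cells. The other genes named here as higher stood lower over all somatic cells than in pre-granulosa cells. The genes that fell most were Pnliprp2, with 1 UMI at E14.5 (-7.69, -14.57 to -6.79), Nup62cl (-5.86), Pnliprp1, with 2 UMIs at E14.5 (-5.61, -9.24 to -4.33), Klk1 (-5.33), Siglecg (-5.29), Tph2 (-4.96), Aqp5 (-4.93) and Utf1 (-4.83, -5.49 to -4.24). The changes of Pnliprp2 and Pnliprp1 rest on the floor of 3 UMIs and so understate the fall, while their intervals use the counts found. Sorbs2, Sprr2d and Tgm3 also met the rule but are not reported as changes, since each was among the leading genes of a single pre-granulosa cluster. How reads shared between members of gene families such as those of Svs5, Serpina3a, Klk1 and Pnliprp1 were counted is not stated.

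The 16 genes of the supporting list summed to 1792, 1918, 1824 and 1849 CPM in pre-granulosa cells over the 4 stages. Lgr5 rose from 6.77 CPM at E11.5 (5.92 to 7.71) through 21.6 and 37.1 to 63.8 CPM at E14.5 (58.0 to 69.9), and Axin2 from 15.3 through 36.8 and 51.6 to 84.1 CPM. Nr0b1 went from 78.3 to 27.0, 18.2 and 25.2 CPM and Inha from 139 to 71.8, 68.0 and 92.5 CPM. Kitl stood at 238, 426, 285 and 383 CPM and Cdkn1b at 80.5, 177, 141 and 162 CPM. Wt1 stood at 547, 473, 507 and 392 CPM, Lhx9 at 259, 283, 243 and 212 CPM, Gata4 at 160.5, 126, 150.3 and 117 CPM, Nr5a1 at 77.4, 70.03, 79.4 and 61.9 CPM and Sox9 at 16.2, 12.02, 17.2 and 12.8 CPM. Amh, Esr2 and Hsd17b1 stayed below 1 CPM at every stage. With markers set against all other cells, which moved the list most, the E11.5 values were 2.17 CPM for Lgr5, 8.67 for Axin2 and 32.5 for Nr0b1, and without the rule on leading genes 6.84, 15.6 and 81.4 CPM.

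Genes of the retinoic acid, BMP and WNT pathways were measured by cell class. Aldh1a1 in pre-granulosa cells went from 19.7 CPM at E11.5 (18.3 to 21.3) through 32.4 and 81.4 to 206 CPM at E14.5 (196 to 217). In mesothelial cells it stood at 41.2 CPM at E11.5, from only 28 cells with 339843 UMIs, and then at 39.5, 71.7 and 132 CPM. With markers set against all other cells the E11.5 value in pre-granulosa cells was 50.9 CPM and the E12.5 value 34.5 CPM, so that the first step changed direction, but without the rule on leading genes they were 18.7 and 32.8 CPM. Aldh1a2 was at 135, 112, 139 and 151 CPM in mesothelial cells, with the first value again from 28 cells. It was at 43.2, 23.0, 15.1 and 19.5 CPM in interstitial cells and 24.0, 31.3, 39.5 and 66.9 CPM in pre-granulosa cells. Cyp26b1 in pre-granulosa cells was at 12.6 CPM at E11.5 (11.4 to 13.9) and at 2.12, 1.26 and 1.42 CPM at the later stages. That first step, too, changed direction with markers set against all other cells, where the E11.5 value was 1.08 CPM and the E12.5 value 1.98 CPM, but not without that rule, at 13.2 and 2.04 CPM. Cyp26a1 had 0 UMIs in pre-granulosa cells at every stage, which allows at most 0.0890, 0.108, 0.139 and 0.427 CPM. Bmp2 was at 60.1, 92.0, 69.8 and 103 CPM and Rspo1 at 113, 101, 155 and 138 CPM in pre-granulosa cells. Msx1 fell from 239 to 134, 108 and 86.5 CPM in pre-granulosa cells and rose from 5.90 (4.41 to 7.74) to 12.53, 31.4 and 87.6 CPM (84.6 to 90.6) in germ cells. Msx2 stood at 41.9, 43.9, 51.5 and 47.1 CPM in germ cells, Gata2 at 22.5, 33.8, 64.2 and 60.9 CPM, and Id1 at 67.9, 94.99, 118 and 190 CPM. Id2 stood at 45.1, 50.8, 68.8 and 79.3 CPM and Id3 at 322, 334, 300.7 and 359.7 CPM in germ cells. Bmp4 in interstitial cells was at 26.8, 4.02, 4.46 and 6.34 CPM. In pre-granulosa cells, Aldh1a3 stood at 8.19, 7.25, 12.1 and 10.1 CPM and Bmp5 at 3.50, 5.42, 5.95 and 1.42 CPM, while Rarb stayed below 1 CPM. In interstitial cells at E14.5, keeping called doublets changed the cells in the class and moved Aldh1a1 from 20.5 to 6.96 CPM and Msx1 from 13.9 to 6.41 CPM.

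Xist, the RNA of the inactive X chromosome, was measured with 4 Y-linked genes as a check of the XX label. It stood at 1923, 1969, 2409 and 2709 CPM in somatic cells and at 54.7 (49.95 to 59.8), 56.1 (52.8 to 59.5), 41.0 (38.1 to 43.9) and 39.6 (37.6 to 41.7) CPM in germ cells. Sub-cluster 7, in which doublets that were not called may remain, held 678 of the 1092 Xist UMIs of the E12.5 germ cells (62.1%). Without it, an alternative chosen after the data had been seen, the germ cell levels were 43.1, 23.2, 33.8 and 37.0 CPM, so that E12.5 went from the highest to the lowest. That moved these levels most, and keeping called doublets gave 28.7 CPM at E12.5 and also put it below E13.5. No UMI of Xist was found in 215 of 4047 somatic cells at E12.5, or 5.31% (4.64 to 6.05), and in 18 of 4440, 10 of 3983 and 2 of 2058 at E11.5, E13.5 and E14.5. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 UMIs in the germ cells and the somatic cells of the first 3 libraries. In the E14.5 library they had 1655 UMIs, and 22.6% of its somatic cells (20.9 to 24.5) and 17.8% of its germ cells (16.2 to 19.4) carried at least 1. Cells were not thinned for these shares, and the median somatic cell had 9896 UMIs against 15314 in the median germ cell.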

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

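Of the tests in this part, the X-linked share of the germ cells was chosen before its result was seen and the other 6 after. The E14.5 library carried 1655 UMIs of the Y-linked genes Ddx3y (533), Eif2s3y (805), Kdm5d (150) and Uty (167), although the label names XX gonads. This drew attention as a signal outside the main comparisons that exceeds the limit of 3 UMIs allowed by a count of 0. In the E11.5, E12.5 and E13.5 libraries these genes had 0 UMIs in the cells kept. At E14.5, 466 of 2058 somatic cells (22.6%) and 395 of 2225 germ cells (17.8%) had at least 1. These cells were not thinned, and their classes differ in depth, with medians of 9896 and 15314 UMIs.

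XY cells among the germ cells are left open. Germ cells with Y-linked UMIs had a median X-linked share 0.973 times that of the other E14.5 germ cells, but the test assumes that a single X chromosome lowers this share, and no value here shows by how much. Among the somatic cells the values argue against XY cells. Those with Y-linked UMIs had 1.03 times the Xist level of those without, 2767 against 2690.3 CPM. Droplets with an XX and an XY somatic cell would have lowered Xist, but somatic cells with at least 3 Y-linked UMIs had 1.10 times the Xist level of cells with none. Reads of the X-linked copies are argued against, since the other libraries had 0 Y-linked UMIs beside 5122, 5343 and 4966 UMIs of Eif2s3x. If a fixed share of such reads had been miscounted in the E14.5 library alone, each Y-linked gene would stand in the same proportion to its X-linked copy in germ and in somatic cells. Ddx3y over Ddx3x was 0.285 times as high in germ cells as in somatic cells (0.234 to 0.347), and Eif2s3y over Eif2s3x 1.65 times as high (1.39 to 1.96). Free RNA spread in proportion to the UMIs of each cell would give 21.1 somatic cells with at least 3 Y-linked UMIs, and 88 were found. The amount of free RNA may vary between droplets, but a single pool shared by all droplets, free or from another library, would carry the same mix of genes everywhere. Eif2s3y over Ddx3y was 2.76 in germ cells and 0.860 in somatic cells, a ratio of 3.21 (2.51 to 4.11), which argues against such a pool as the only source. A pool beside another source stays open. The design names no XY tissue, and no explanation beyond these was tested. The E14.5 cells may also carry RNA of other genes from the same source. If some of the E14.5 germ cells were XY, every germ cell result of that stage would mix cells of both sexes.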

How the results depend on the processing

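Most alternatives below were chosen before the data were examined. The markers set against all other cells, with and without the rule on leading genes, the removed limit on markers of another class, the common UMI minimum, the joint detection at other depths, the sub-cluster resolutions 0.3 and 1, cluster 21 counted as somatic, germ cells without sub-cluster 7, and all alternatives for the supporting and signalling lists were tried only after the data had been seen. The same holds for the stricter filter, the libraries clustered alone and the kept panel genes wherever they bear on classes other than germ cells. No paired analysis was possible because every stage has a single library, each numbered replicate 1, and no result comes from a test. For the same reason no library could be left out of a stage. Among the values that answer a comparison, 290 stayed within the counting interval of the reported value (counts of genes, within 1.5 times), 262 moved beyond it, and 10 changed sign from a value whose interval leaves out 0. Of the 262, 6 also changed sign, all for the cell cycle change from E11.5 to E14.5, whose interval holds 0. Among the values of single genes and splits of counts, 905 stayed, 593 moved and 5 changed sign. The cause of a move was not tested unless one is named. Values "in stage order" run from E11.5 to E14.5, and the 3 steps lead from each stage to the next.

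With at least 1000 genes and at most 5% mitochondrial UMIs per cell, the cells kept numbered 4407, 4663, 3679 and 4319 in stage order, and the share of germ cells was 19.6% at E13.5 and 51.1% at E14.5. The share of pre-granulosa cells was 22.3% at E13.5 and 7.69% at E14.5, and the share of interstitial cells was 30.4% at E13.5. The share of mesothelial cells was 0.250% at E11.5 and 9.38% at E13.5, and the share of erythroid cells was 0.665% at E12.5, 0.979% at E13.5 and 6.51% at E14.5. With called doublets kept, the cells kept numbered 4913, 4841, 4841 and 4787 in stage order, and the share of interstitial cells was 10.5% at E14.5. The share of erythroid cells was 0.682% at E12.5 and 6.66% at E14.5, and the pluripotency panel log2 change was -0.30 from E12.5 to E13.5. Xist in germ cells was at 42.9 CPM at E11.5, 28.7 CPM at E12.5 and 36.8 CPM at E13.5, and Xist in somatic cells was at 1919.6 CPM at E12.5, 2352 CPM at E13.5 and 2432 CPM at E14.5. With the same minimum of 9791 UMIs in every library, the cells kept numbered 4491 at E11.5, 3110 at E13.5 and 3622 at E14.5, and the share of germ cells was 23.0% at E13.5 and 58.8% at E14.5. The share of pre-granulosa cells was 35.0% at E13.5 and 7.40% at E14.5, and the share of interstitial cells was 12.9% at E11.5, 14.4% at E13.5 and 8.95% at E14.5. The share of mesothelial cells was 11.2% at E13.5 and 5.38% at E14.5, and the share of erythroid cells was 0.836% at E13.5 and 6.68% at E14.5. Both the rise of the germ cell share and the fall of the pre-granulosa share from E11.5 to E14.5 held under each of these 3 settings.

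With each marker set against all other cells, the share of germ cells was 0.0417% at E11.5, 0.781% at E12.5 and 11.2% at E13.5, and the share of pre-granulosa cells was 1.54%, 39.5%, 32.5% and 11.9% in stage order. The share of interstitial cells was 6.33% at E11.5, and the share of mesothelial cells was 23.7%, 19.5%, 14.48% and 14.8% in stage order. The share of erythroid cells was 0.696% at E12.5, 0.841% at E13.5 and 9.35% at E14.5, and the number of genes in pre-granulosa cells was 12 from E11.5 to E12.5, 2 from E12.5 to E13.5 and 90 from E11.5 to E14.5. Without the rule on leading genes in that setting, the share of germ cells was 0.0417% at E11.5, 0.781% at E12.5 and 11.2% at E13.5, and the share of pre-granulosa cells was 45.8% at E11.5 and 44.3% at E12.5. The share of mesothelial cells was 23.7%, 19.5%, 14.48% and 14.8% in stage order, and the share of erythroid cells was 0.696% at E12.5, 0.841% at E13.5 and 9.35% at E14.5. The number of genes in pre-granulosa cells was 2 from E12.5 to E13.5. Without the limit on markers of another class, cluster 21 counted as erythroid, and the share of erythroid cells was 0.696% at E12.5, 0.841% at E13.5 and 9.35% at E14.5. With germ cells defined by UMIs of at least 2 germ cell markers, the share of germ cells was 7.60%, 15.8%, 18.7% and 55.0% in stage order, and the meiosis panel log2 change was 1.10 from E12.5 to E13.5. For the pluripotency panel it was 0.066 (reversed), -0.37, -0.64 and -0.94 in the 3 steps and over the whole span. That of the cell cycle panel was 0.16 from E11.5 to E12.5, -0.15 from E12.5 to E13.5 and 0.025 (reversed) from E13.5 to E14.5. At the cluster resolution 0.5, the share of pre-granulosa cells was 45.9% at E11.5 and 44.8% at E12.5, and the share of mesothelial cells was 0% at every stage. The share of endothelial cells was 0% at every stage. At the cluster resolution 2, the share of interstitial cells was 14.2% at E12.5 and 25.3% at E13.5, and the share of mesothelial cells was 7.06% at E13.5 and 0.233% at E14.5. The share of endothelial cells was 0% at every stage. With each library clustered alone, the share of pre-granulosa cells was 43.3% at E12.5, and the share of interstitial cells was 10.3% at E14.5. The share of mesothelial cells was 0%, 0%, 9.17% and 0% in stage order, and the share of endothelial cells was 2.56% at E11.5 and 0% at E14.5. The share of erythroid cells was 0% at E12.5 and 0% at E13.5, and the share of immune cells was 0.4999% at E11.5, 0% at E12.5 and 0.420% at E13.5. With the panel genes kept among the clustering features, the share of pre-granulosa cells was 52.1% at E11.5, and the share of mesothelial cells was 0.125% at E11.5. At the sub-cluster resolution 1, the number of germ cell sub-clusters was 13. Without germ cell sub-cluster 7, Xist in germ cells was at 43.1, 23.2, 33.8 and 37.0 CPM in stage order. The rise of the germ cell share also held under each definition of the classes. With each marker set against all other cells, the rise of the mesothelial share from E11.5 to E14.5 became a fall. The falls of the pre-granulosa and interstitial shares became rises only together with the rule on leading genes, which left clusters 1, 13 and 17 unnamed there, and held without it. The mesothelial share also fell at the cluster resolution 2, from 0.625% to 0.233%. Clustering each library alone also named a cluster of 19 neural or glial cells at E11.5 and one of 8 mesonephric epithelial cells at E13.5, but it and the kept panel genes left all 4 germ cell shares within their intervals. Sub-cluster 7 held 24.7%, 62.1%, 18.6% and 7.19% of the Xist UMIs of the germ cells in stage order. The sub-cluster resolution 0.3 gave 6 sub-clusters.

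With the change of the somatic cells of the same libraries subtracted, the meiosis panel log2 change was 1.20 from E11.5 to E12.5, 0.71 from E13.5 to E14.5 and 3.09 from E11.5 to E14.5. That of the pluripotency panel was 1.37 (reversed), -0.25, -0.81 and 0.31 (reversed) in the 3 steps and over the whole span. For the cell cycle panel it was 0.44 (reversed) from E12.5 to E13.5, -0.65 from E13.5 to E14.5 and -0.058 from E11.5 to E14.5, and the number of genes in germ cells was 44 from E13.5 to E14.5. The log2 changes from E11.5 to E14.5 reversed for 5 genes: Sycp1 -0.46, Smc1b -0.43, Sycp3 -2.27, Pou5f1 -1.87 and Utf1 1.82. For Sycp1 and Smc1b the intervals of the germ cell and somatic changes overlap, so these reversals do not stand clear of counting error. With cluster 21 counted among the somatic cells in that subtraction, the meiosis panel log2 change was 1.20, 1.05, -1.09 (reversed) and 1.16 in the 3 steps and over the whole span. For the pluripotency panel it was 1.22 (reversed), -0.30, -3.04 and -2.12 in the 3 steps and over the whole span. That of the cell cycle panel was 0.16, 0.43 (reversed), -0.66 and -0.071 in the 3 steps and over the whole span. The somatic levels show part of the cause. Somatic Utf1 fell from 49.98 to 4.01 CPM. The somatic cells held 0 CPM of Stra8, 0.819 of Smc1b and 0.0607 of Sycp1 at E11.5, and 18.0, 24.6 and 8.28 at E14.5. The subtraction is made on log2 changes, so such low E11.5 levels give large somatic changes to subtract. Over E11.5 to E14.5 it gave 348 genes in germ cells, 238 of them higher and 110 lower.

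On the mean of log values with a pseudocount of 1, the meiosis panel log2 change was 0.11, 0.19, 0.66 and 0.96 in the 3 steps and over the whole span. That of the pluripotency panel was 0.0078 (reversed), -0.14, -0.39 and -0.52 in the 3 steps and over the whole span. For the cell cycle panel it was 0.068 from E11.5 to E12.5, -0.079 from E13.5 to E14.5 and -0.056 from E11.5 to E14.5. With a pseudocount of 0.1 instead, the meiosis panel log2 change was 0.35, 0.50, 1.37 and 2.22 in the 3 steps and over the whole span. For the pluripotency panel it was 0.0030 (reversed), -0.32, -1.09 and -1.41 in the 3 steps and over the whole span. That of the cell cycle panel was -0.11 from E12.5 to E13.5, -0.28 from E13.5 to E14.5 and -0.25 from E11.5 to E14.5. As a mean over cells of the CPM of each cell, the meiosis panel log2 change was 1.29 from E12.5 to E13.5 and 4.82 from E11.5 to E14.5. That of the pluripotency panel was -0.81 from E13.5 to E14.5 and -1.14 from E11.5 to E14.5, and for the cell cycle panel it was -0.084 from E13.5 to E14.5 and -0.017 from E11.5 to E14.5. Xist in germ cells was at 47.9 CPM at E12.5 and 36.9 CPM at E14.5, and Xist in somatic cells was at 1977, 1997, 2392 and 2677 CPM in stage order. On the median-of-ratios scale, the meiosis panel log2 change was 2.11 from E13.5 to E14.5 and 4.51 from E11.5 to E14.5. For the pluripotency panel it was -0.12 from E11.5 to E12.5, -0.76 from E13.5 to E14.5 and -1.17 from E11.5 to E14.5. That of the cell cycle panel was 0.059 from E11.5 to E12.5, -0.13 from E13.5 to E14.5 and -0.15 from E11.5 to E14.5. The mean of log values compresses large changes by its construction. It is also lower in cells with fewer UMIs, and the median germ cell went from 30939 UMIs at E11.5 to 15314 at E14.5. The rise of the meiosis panel and the fall of the pluripotency panel from E11.5 to E14.5 kept their direction under all 4 of these settings. The cell cycle panel, whose reported change could not be told from 0, was below 0 under each, but only at -0.017 for the mean over cells. These alternative values carry no intervals.

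After thinning to 1000 UMIs, the share of germ cells with a UMI of Pou5f1 was 13.6%, 14.3%, 15.8% and 14.7% in stage order, and the share with Pou5f1 only was 13.6%, 13.4%, 14.4% and 9.26% in stage order. The share with both was 0% at E11.5, 1.36% at E13.5 and 5.44% at E14.5, and the share with neither was 83.9%, 82.2%, 75.3% and 38.8% in stage order. The share of germ cells with a UMI of Sycp3 was 2.12% at E12.5, 4.09% at E13.5 and 28.7% at E14.5, and the share with a synaptonemal complex gene only was 3.49% at E12.5, 8.86% at E13.5 and 46.5% at E14.5. The share of germ cells with a UMI of Stra8 was 13.4% at E13.5 and 56.6% at E14.5. After thinning to 4000 UMIs, the share of germ cells with a UMI of Sycp3 was 5.73%, 8.95%, 17.3% and 59.3% in stage order. The share of germ cells with a UMI of Pou5f1 was 41.2%, 46.0%, 46.5% and 45.2% in stage order, and the share with Pou5f1 only was 37.3% at E11.5, 38.8% at E12.5 and 32.4% at E13.5. The share with both was 3.94%, 7.13%, 14.03% and 35.0% in stage order, and the share with neither was 55.9%, 45.2%, 34.7% and 5.21% in stage order. The share with a synaptonemal complex gene only was 8.80% at E12.5, 18.8% at E13.5 and 49.6% at E14.5, and the share of germ cells with a UMI of Stra8 was 28.7% at E13.5 and 86.6% at E14.5. Without thinning, the share of germ cells with a UMI of Sycp3 was 34.8%, 45.7%, 54.9% and 87.5% in stage order, and the share of germ cells with a UMI of Pou5f1 was 97.1%, 95.6%, 94.7% and 77.4% in stage order. The share with Pou5f1 only was 56.3% at E11.5, 36.1% at E12.5 and 1.80% at E14.5, and the share with a synaptonemal complex gene only was 0%, 2.43%, 4.77% and 22.6% in stage order. The share with both was 40.9%, 59.5%, 73.2% and 75.6% in stage order, and the share with neither was 2.87%, 1.97%, 0.545% and 0.0449% in stage order. The share of germ cells with a UMI of Stra8 was 3.03% at E12.5, 51.1% at E13.5 and 96.0% at E14.5. Fewer UMIs per cell give fewer cells with a UMI by construction. The shares with a UMI of Stra8 and Sycp3 were higher at E14.5 than at E13.5 at every depth, while the E14.5 share of Pou5f1 was below the E11.5 share only without thinning.

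Without the CPM minimum, more genes could pass, and the number of genes in germ cells was 22, 65, 434 and 1818 in the 3 steps and over the whole span. With a ratio of 2, which more genes can pass, the number of genes in germ cells was 111, 69, 640 and 1801 in the 3 steps and over the whole span. The splits over E11.5 to E14.5 were 1523 higher and 295 lower without the CPM minimum, and 1308 higher and 493 lower with the ratio of 2. From E13.5 to E14.5 they were 371 and 63, and 485 and 155. A minimum of 200 UMIs left all 8 totals within 1.5 times.

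Depth limits these data in 3 ways. The E11.5 germ cells number 279, and a gene with 0 UMIs in them can be placed only below 0.341 CPM. The libraries start at different UMI totals per cell, from 5407 at E13.5 to 9791 at E12.5, which limits how far shares of small cells can be compared. Thinning to 2000 UMIs leaves most germ cells without a UMI of genes such as Nanog, and the E14.5 share with both genes went from 16.2% at that depth to 35.0% at 4000 UMIs.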

Other observations

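Of the tests in this part, the X-linked share of the germ cells was chosen before its result was seen and the other two after. In the E12.5 library, 215 of 4047 somatic cells (5.31%, 4.64 to 6.05) had no UMI of Xist, against 18 of 4440 at E11.5, 10 of 3983 at E13.5 and 2 of 2058 at E14.5. They were spread over the classes, with 5.28% of pre-granulosa, 6.59% of interstitial, 5.48% of mesothelial and 7.94% of endothelial cells.

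Counting error in shallow cells is argued against, since a Poisson draw at the depth of each cell would leave 2.14e-06 cells without Xist. The median cell without Xist had 11596 UMIs and the median cell with it 12179.5. XY cells are argued against as well, because the cells without Xist carried 0 Y-linked UMIs. A single X chromosome in the cells of some embryos is a candidate explanation that the planned test left open. Of the E12.5 germ cells, 0.152% had an X-linked share under 0.6 of the median, but the test assumes that germ cells have both X chromosomes active, and their median share of 3.34% was not above the 3.52% of somatic cells. Under 0.8 of the median, the share was 8.50% at E12.5 and 3.58%, 3.54% and 3.33% at E11.5, E13.5 and E14.5. In the cells without Xist, relative to the other E12.5 somatic cells, Tsix stood at 0.0738 times, Eif2s3x at 0.658, Kdm5c at 0.665, Pbdc1 at 0.686, Kdm6a at 0.798 (0.612 to 1.02) and Ddx3x at 0.924 (0.822 to 1.04). These genes were chosen after the pattern was seen and stand as values only. The design names no such difference between embryos, and with 1 library at this stage a property of the library cannot be told apart from one of its embryos.

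The median X-linked share of UMIs in germ cells was 3.20%, 3.34%, 3.84% and 4.17% in stage order, and in somatic cells 3.52%, 3.52%, 3.64% and 3.63%. Of the 28 mesothelial cells at E11.5, 13 had no UMI of Xist. Cluster 21, with raised markers of both erythroid and germ cells, had a median doublet score of 0.129, and the immune cluster one of 0.116.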
